A study of Mus musculus with 12 samples. Its data were reported in "Active DNA demethylation upstream of rod-photoreceptor fate determination is required for retinal development" (2025).

How the data were processed

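Genomic DNA of whole P21 mouse retinas was profiled by WGBS and by bACE-seq, with 3 Cre- and 3 Tet tcKO libraries per assay. Groups were taken from the sample labels, which also number the replicates. Per the study's methods, the authors trimmed reads with TrimGalore (0.4.4_dev), aligned them to mm10 with Bismark (0.18.2), kept alignments with a mapping quality of at least 10, removed duplicates with Picard and extracted CpG levels with MethylDackel (0.6.1). For bACE-seq, both reads of a pair were aligned independently, read 1 in PBAT mode. Counts of both strands were summed per CpG. The authors called DMRs with DSS (2.48.0), which smooths levels along the genome, tests each CpG with a Wald test and joins CpGs with p under 0.01 into regions of at least 3 CpGs and 50 bp, merging regions within 50 bp.

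The 2 deposited lists hold, for each region, its position, its length, its number of CpGs, the mean level of each group and DSS statistics. The authors' group means are a fraction of modified reads from 0 to 1, printed here as percentages. The deposited area statistic is a score, the sum of the Wald statistics over the region, positive where Cre- was higher. The deposited difference is Cre- minus Tet tcKO. Here changes were computed from the authors' group means as Tet tcKO minus Cre-, in percentage points, and each region's direction was taken from that sign. The order of the groups follows the names the authors gave the lists. In 82 WGBS and 17 bACE-seq regions the sign of the area statistic differed from that of the difference. The direction used here is that of the difference. By that direction, 47 of these WGBS regions were lower in Tet tcKO and 35 higher, and 12 of these bACE-seq regions were higher and 5 lower.

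Because the lists hold group means, replicate spread, coverage and read counts were not analysed here. No interval for a level could be computed, and a region's absence from a list does not show that its level was unchanged. Smoothing borrows information between neighbouring CpGs, so a region's boundaries are less exact than its level, and dense CpGs are favoured because regions need several CpGs within a short distance. WGBS and bACE-seq were called separately, so the numbers of regions in both lists also reflect each assay's power.

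Coordinates were compared with GRCm38 (mm10): every region started and ended on the C of a CpG when read as 1-based positions. The listed number of CpGs equalled that of the reference in 99.2% of WGBS and 97.3% of bACE-seq regions and never exceeded it. The smallest regions had 4 CpGs and 51 bp. The reference has 21,867,550 CpGs on the autosomes, X and Y. Genes and transcripts came from the GENCODE M21 basic annotation, restricted to protein-coding and long noncoding genes (32,093 genes and 57,083 transcripts).

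Overlap between lists required at least 1 bp. Shares of overlapping regions were set against 1000 circular shifts of one list against the other within each chromosome, with p the share of placements at or beyond the observed value (one-sided). These shifts keep the lengths and the spacing of both lists. For the correlation of changes, each WGBS region was paired with the mean of its overlapping bACE-seq regions, weighted by CpGs, and Spearman's rho was compared with 1000 rotations of the values along each chromosome. Midpoints of regions were classed as promoter (2 kb on each side of a start site), gene body or intergenic, beside 1000 shifts (two-sided). The interval of the share of 5hmC kept came from 1000 resamples of the chromosomes. The p-values were adjusted within their family by the Benjamini-Hochberg method. Rod genes (Nrl, Nr2e3, Gnat1, Pde6a) and cone genes (Rxrg, Arr3, Opn1sw, Gnat2, Gngt2) were compared by an exact permutation test of the share of bases covered, and 10 further genes were described without a test. The regions named are the 3 with the largest absolute area statistic in each direction of each list. A few genes fixed for these comparisons, a rod gene among them, and 1 of these regions are not reported here; the genes were left out of the tests after all values had been seen, for a reason unrelated to the values. The bins of 5 Mb on chromosomes 1, 9, 12, 18 and 19, and the maps of Nrl and Gnat2, were chosen after their values were seen.

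The alternatives, chosen before the data were examined unless stated, were regions with at least 10 CpGs, regions that differed by at least 0.1 or 0.2, a mean statistic per CpG past a two-sided p of 0.001, autosomes only, coverage of at least 50% of a region, shifts of 20 to 200 kb, Pearson and partial correlation, unweighted means, promoter windows of 1 kb and 5 kb, shares by base pairs, and other windows and measures at the gene loci. Shifts along the order of CpGs, the comparison without Arr3 and the subtraction of an assumed 1 or 2 percentage points of unconverted cytosines from both 5hmC levels were added after seeing the data. To look for near-identical copies, 300 bp around the midpoint of autosomal regions were aligned to the reference chromosomes with minimap2 (2.31), and a copy was another place aligned over at least 80% of the window at 95% identity or more.

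The interval and permutation code was tested on simulated data. In 5,564 simulated regions with a planted overlap of 35.9%, the same share was found, and of 100 unrelated pairs of lists a share of 0.01 had p at or under 0.05. A planted correlation of 0.3 over 10,000 values came out as 0.280, and of 100 unrelated sets a share of 0.04 had p at or under 0.05. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.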

Results

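Cytosine modifications were measured in whole retina of mice at postnatal day 21 (P21), in Cre- control animals and in animals lacking Tet1, Tet2 and Tet3 in the retina (Tet tcKO). The TET enzymes oxidise 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), the first step of active DNA demethylation. Whole-genome bisulfite sequencing (WGBS) reads 5mC and 5hmC together as modified cytosine, whereas bACE-seq, in which a deaminase removes the signal of 5mC, reads 5hmC alone. Each assay had 3 Cre- and 3 Tet tcKO libraries, 12 in all. The values are the authors' differentially methylated regions (DMRs), each with 1 mean level per group, so no spread between replicates could be given for any level below, and the lists give no depth, so the reads behind a level were not analysed here.

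To ask how the loss of TET activity changes total cytosine modification, the 193,836 WGBS regions were split by the sign of the difference between group means. In 191,164 of them (98.6%) the level was higher in Tet tcKO, and in 2,672 (1.38%) it was lower, a ratio of 71.5. The regions with a higher level (WGBS gains) covered 94.1 Mb and held 1,876,917 CpGs, 8.58% of the CpGs of the reference genome. Weighted by CpGs, the authors' mean level in the gains was 56.7% in Cre- and 74.1% in Tet tcKO, a rise of 17.4 percentage points. The middle of the distribution lay at a rise of 15.4 points, and the 10th and 90th percentiles lay at 8.19 and 27.5 points. The regions with a lower level (WGBS losses) covered 0.841 Mb and 26,842 CpGs, and their mean level was 61.1% in Cre- and 50.2% in Tet tcKO. WGBS losses were shorter (median 184 bp against 380 bp) and denser in CpGs (median 4.47 against 2.13 CpGs per 100 bp) than gains. The count of gains depended most on the size of the difference required: 53,352 gains and 474 losses differed by at least 0.2.

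The bACE-seq list addressed the same question for 5hmC alone. Of 592,906 regions, 592,697 had a lower level in Tet tcKO (5hmC losses) and 209 a higher level (5hmC gains). The losses covered 472 Mb and 7,464,265 CpGs, 34.1% of the CpGs of the genome. Their mean 5hmC level, weighted by CpGs, was 16.1% in Cre- and 3.86% in Tet tcKO. Changes were smaller in absolute terms than in WGBS, with a median of -10.7 points, and 35,598 losses and 21 gains differed by at least 0.2. The 209 gains held 2,294 CpGs and had mean levels of 7.65% in Cre- and 16.7% in Tet tcKO.

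**Figure D1:**
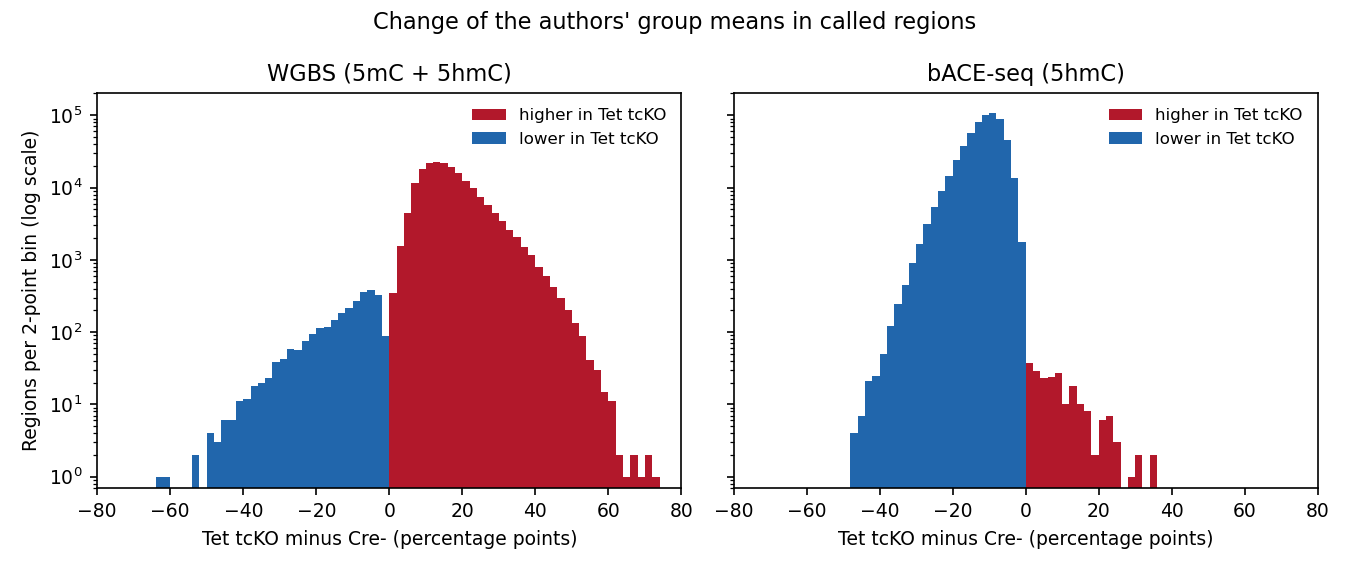
Number of regions (log scale) in each 2-point bin of the difference between the authors' group means, Tet tcKO minus Cre- in percentage points, for WGBS (left) and bACE-seq (right), with regions higher in Tet tcKO in red and lower in blue. The 191,164 WGBS gains outnumber the 2,672 losses, and the 592,697 losses in bACE-seq outnumber the 209 gains.

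Across all bACE-seq regions, Tet tcKO retinas kept 24.0% of the 5hmC level of Cre- retinas. The regions were called on a change in 5hmC. The share kept in them, or in groups of them, therefore need not be that of all CpGs. Resampling the 21 chromosomes gave a 95% interval of 23.8% to 24.2%, which describes the variation along the genome and not that between animals. When the losses were divided into 4 groups by Cre- level, it was 21.9% in the lowest group (mean level 7.89%) and 24.7% in the highest (mean level 23.8%). Cytosines that escaped conversion would count as 5hmC in both groups, and conversion was not analysed here. The alternative that moved the share most assumed such a background, a setting chosen after seeing the data. With 1 percentage point subtracted from both levels the share kept was 19.0%, and with 2 points it was 13.2%. The study itself estimated that about 2% of unmodified cytosines stayed unconverted in bACE-seq, close to the larger setting. Part of the 24.0% can therefore be background and not retained 5hmC. At 1 point it was 10.5% in the lowest of the 4 groups and 21.4% in the highest. A background of 2 points would exceed the level of 1.73% in the lowest group in Tet tcKO.

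The positions of the regions in both lists were compared to ask whether gains of modified cytosine fall where 5hmC was lost. Of the 191,164 WGBS gains, 155,118 (81.1%) overlapped a 5hmC loss by at least 1 bp. When the lists were shifted against each other along each chromosome, the mean of 1000 placements was 29.6% and the highest 32.1% (one-sided permutation p = 0.001, the smallest that 1000 placements can give). Conversely, 142,963 of the 592,697 5hmC losses (24.1%) overlapped a WGBS gain, against 9.35% on average after shifting (permutation p = 0.001). The placement model moved these comparisons most: with shifts along the order of CpGs, a model chosen after seeing the data, the mean for gains was 51.8% (permutation p = 0.001). Of the WGBS losses, 790 (29.6%) overlapped a 5hmC loss, against 23.2% after shifting in base pairs (permutation p = 0.001). That last comparison changed direction with shifts along the order of CpGs, which gave a mean of 46.7% (permutation p = 1), and with both lists limited to differences of at least 0.1, where 14.1% overlapped against 17.3% after shifting (permutation p = 0.966). With both lists limited to at least 10 CpGs, 38.9% of WGBS losses overlapped a 5hmC loss, against 15.4% after shifting (permutation p = 0.001). Adjustment over the 3 main overlap tests by the Benjamini-Hochberg method left each p of 0.001 as it was. Gains off a 5hmC loss were smaller than gains on one, with a median of 5 against 8 CpGs, while their median rise was similar at 15.8 and 15.3 points. The 5hmC losses on a WGBS gain had more 5hmC in Cre- than the others (19.1% against 14.1%) and were longer (median 955 bp against 450 bp). A rule of 1 bp is met more easily by long regions, which bears on these differences in size.

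**Figure D2:**
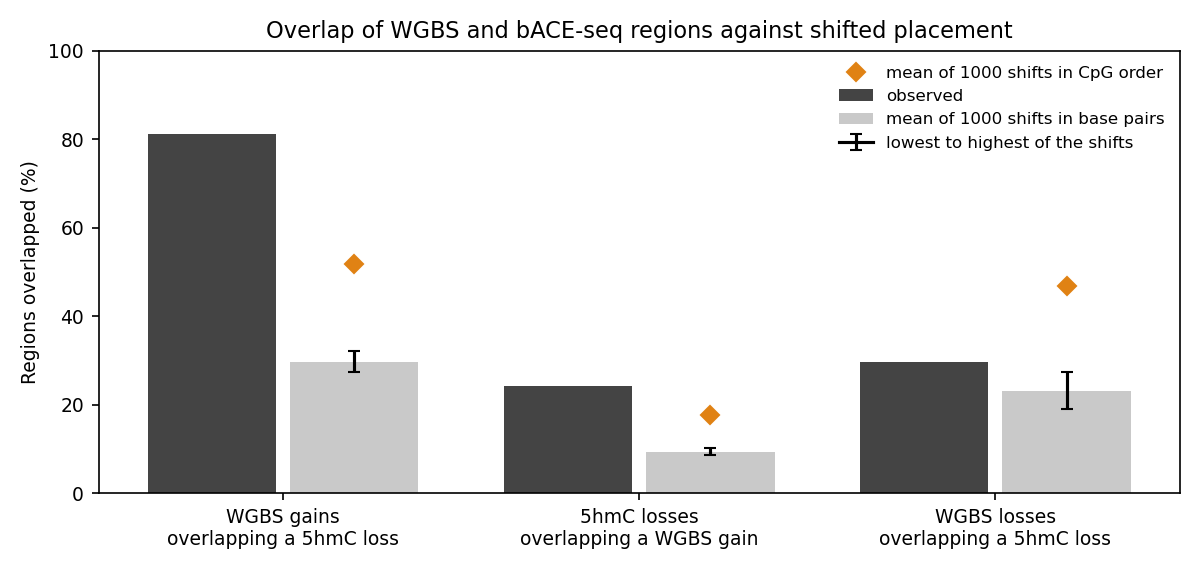
Share of regions (%) overlapped by the other list, observed (dark bars) and after 1000 shifts in base pairs (light bars, mean, with whiskers from the lowest to the highest shift), and mean after 1000 shifts in CpG order (diamonds). The observed 81.1% of WGBS gains lies above both placements, whereas the 29.6% of WGBS losses lies above the first (23.2%) and below the second (46.7%).

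In 155,116 WGBS gains over a net 5hmC loss, both assays were set side by side. The WGBS level rose from 58.1% to 75.6%, while the 5hmC level of the overlapping bACE-seq regions fell from 18.9% to 4.81%. The difference between the assays, a rough measure of 5mC because the overlapping regions do not share their boundaries, was 39.2% in Cre- and 70.8% in Tet tcKO. Across the 155,927 WGBS regions with a bACE-seq partner, a larger loss of 5hmC went with a larger rise in WGBS (Spearman's rho = -0.273, permutation p = 0.001 from 1000 rotations along the chromosomes). This correlation is across regions, which are not independent replicates. Pearson's r was -0.263, and the alternative that moved the value most was the partial correlation given the Cre- level of each assay, -0.0833 (permutation p = 0.001). Of 4 equal groups of gains, the one with the strongest 5hmC loss (median -20.2 points) had a median rise in WGBS of 17.6 points, and the one with the weakest (median -8.64 points) had 12.8 points.

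Region midpoints were assigned to promoters (2 kb on each side of a transcription start site), gene bodies or intergenic sequence, and set beside 1000 shifts of the list. These shifts were in base pairs and do not keep CpG density, which the calling of regions favours. Shifts along the order of CpGs were not run for these shares. An excess in CpG-dense classes can therefore reflect density and cannot be credited to the class itself. WGBS gains lay in promoters in 10.5% of cases, in gene bodies in 57.1% and in intergenic sequence in 32.4%, where shifted lists had means of 5.42%, 43.7% and 50.9%. The 5hmC losses had 7.58% in promoters, 55.9% in gene bodies and 36.5% in intergenic sequence. All 6 of these shares lay outside the range of the shifts (two-sided permutation p = 0.002 each, the smallest the placements can give, and 0.003 after Benjamini-Hochberg adjustment over 12 tests). WGBS losses were in promoters in 16.7% of cases, 3.30 times the mean of the shifts, and in gene bodies in 32.2%, below the lowest shift of 36.6% (permutation p = 0.002 and adjusted p = 0.003 for both). Their intergenic share of 51.2% lay within the range of the shifts (permutation p = 0.11). The shares of the 209 5hmC gains lay within the range of the shifts in each class (p from 0.15 to 0.422). The promoter share of 5hmC gains, 7.18%, moved most: it was 1.35 times the mean of the shifts, 2.59 times with promoters of 1 kb (permutation p = 0.004) and 0.586 times by base pairs (permutation p = 0.344).

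Chromosome X held few of the gains. It had 26.7 WGBS gains per 10,000 CpGs, where the autosomes together had 92.5 and ranged from 82.7 on chromosome 14 to 109 on chromosome 11. For 5hmC losses the figures were 106 on X and 286 on the autosomes. WGBS losses went the other way, with 3.19 per 10,000 CpGs on X and 1.13 on the autosomes. Along the autosomes, WGBS losses were concentrated in a few places. Among 502 bins of 5 Mb, 7 held more losses than any bin did in 1000 random assignments in proportion to CpGs, where the largest held 23. These bins lay on chromosomes 1, 9, 12, 18 and 19, and together held 385 of the 2,312 autosomal losses (16.7%) in 1.42% of the autosomal CpGs. The bin at chromosome 9, positions 80000001 to 85000000 (mm10), held 138 losses where an even spread would give 3.75, and 292 WGBS gains, 0.955 times the autosomal rate. These bins were chosen after their values were seen.

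**Figure D3:**
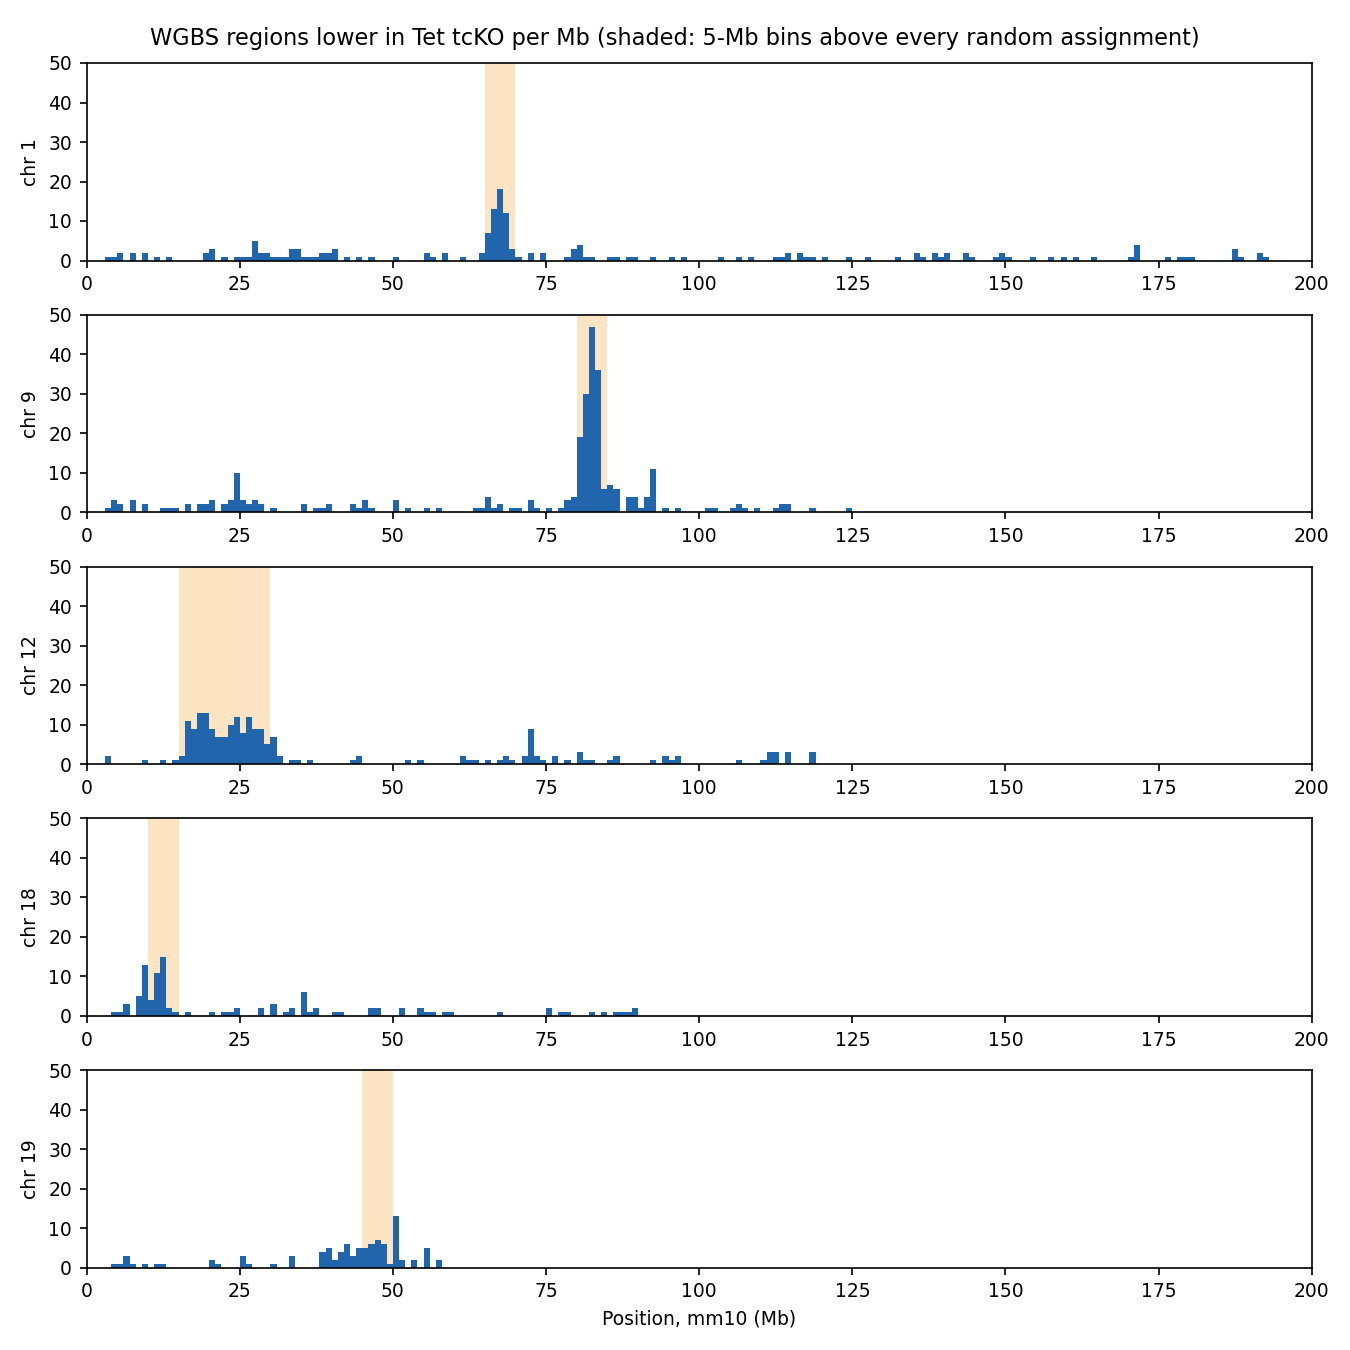
Number of WGBS regions lower in Tet tcKO per Mb along the 5 chromosomes that hold a 5-Mb bin (shaded) above every random assignment; the horizontal axis is the mm10 position in Mb. The tallest group is on chromosome 9, where the shaded bin holds 138 regions.

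The WGBS gain with the largest statistic lay at chromosome 17, positions 46910034 to 46923775 (mm10). It spanned 248 CpGs from the start site through exons of the photoreceptor gene Prph2, and the mean level was 28.1% in Cre- and 70.5% in Tet tcKO. The region next in rank was at chromosome 7, 132999306 to 133016746, over a start site and coding exons of Ctbp2 and an intron of Fgfr2, with levels of 36.0% and 75.8% over 264 CpGs. Their area statistics, the sum of the Wald statistics of the CpGs, were -2997 and -2842 in the authors' deposited table, where a negative sign means higher in Tet tcKO. They overlapped 10 and 9 bACE-seq regions, respectively.

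The WGBS losses with the largest statistic were at start sites with many CpGs. They lay at Tmem200b (chromosome 4, 131920360 to 131922250, 248 CpGs), where the level was 25.2% in Cre- and 15.2% in Tet tcKO, and over start sites and coding exons of both Mab21l2 and Lrba (chromosome 3, 86546353 to 86548524, 118 CpGs), where it was 25.2% and 11.4%. The third, at Rgs20 (chromosome 1, 5018052 to 5020417, 134 CpGs), had 24.3% and 10.9%. These 3 WGBS losses overlapped 1, 2 and 5 bACE-seq regions, respectively. The 5hmC level of those regions was 9.35%, 2.92% and 4.34% in Cre- and 2.46%, 0.636% and 0.996% in Tet tcKO. In bACE-seq, the strongest loss covered UTRs and coding exons of Gse1 and Gins2 and an intron of Gm20388 (chromosome 8, 120565108 to 120583822). It held 509 CpGs, and its 5hmC level was 24.8% in Cre- and 6.22% in Tet tcKO. The others were at a start site and coding exons of Fignl2 (chromosome 15, 101050410 to 101059619, 16.9% and 4.35%) and in an intron of Egln1 (chromosome 8, 124917083 to 124944154, 29.5% and 6.84%). The 5hmC gains first in rank were small changes in CpG-dense sequence at the start sites of Rock2 (chromosome 12, 16894888 to 16895305, 0.675% and 2.11%) and Dpp9 (chromosome 17, 56218480 to 56218905, 0.438% and 1.70%). The third was intergenic, 8,908 bp from Mcph1 (chromosome 8, 18585832 to 18586223), with 5.35% and 25.1%. None of these 3 overlapped a WGBS region.

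The study asks how demethylation bears on rod against cone fate, and the loci of 4 rod and 5 cone genes were compared, with 5 kb of flank on each side. The genes are ones the study names, so the lists were not drawn independently of it. On average 51.9% of the bases of rod loci lay in a WGBS gain, against 9.45% for cone loci. The difference of 42.4 points gave p = 0.0317 in a two-sided exact permutation test over the 126 splits of the 9 genes, where the smallest possible p is 0.0159. After Benjamini-Hochberg adjustment over 2 tests it was 0.0635, above the threshold of 0.05. Genes are not replicates of the animals, so this compares these loci only. The study reported far fewer rod and more cone cells in Tet tcKO retinas. In whole retina, a change in cell composition was not separated from a change within cells. Among the alternatives measured as a share of bases, the promoter window of 2 kb on each side moved the difference most, to 71.5 points (exact permutation p = 0.0317). The mean rise over the called CpGs, which is on another scale, was 10.1 points larger at rod loci. The locus of Arr3 has no WGBS gain, so that comparison had 8 genes and 70 splits, and its exact permutation p of 0.0286 is the smallest they can give. Without the X-linked cone gene Arr3, an alternative chosen after seeing the data, the difference was 40.1 points (exact permutation p = 0.0571). The rod shares were 67.0% at Nrl, 63.5% at Gnat1, 57.5% at Nr2e3 and 19.5% at Pde6a. Among cone genes the shares were 26.2% at Gngt2, 15.9% at Gnat2, 4.17% at Opn1sw, 1.02% at Rxrg and 0 at Arr3. For 5hmC losses, 64.2% of rod bases and 44.6% of cone bases were covered (exact permutation p = 0.0635, also after adjustment). This difference of 19.6 points shrank to 6.41 points without flanks (exact permutation p = 0.651), 5.37 points in the promoter window (exact permutation p = 0.730) and 10.7 points without Arr3 (exact permutation p = 0.114). With regions that differed by at least 0.2, the 5hmC comparison gave 21.1% and 3.61% (exact permutation p = 0.0476), and the mean loss over the called CpGs was 16.6 points at rod loci and 11.3 at cone loci (exact permutation p = 0.0159).

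At the rod gene Nrl (chromosome 14, 55518978 to 55524981, minus strand), a gain from 55521261 to 55527616 reached from upstream of the start site into the gene. Over its 94 CpGs the level was 35.7% in Cre- and 70.3% in Tet tcKO. It was chosen after its values were seen, as was the map of Gnat2. At the cone gene Gnat2 (chromosome 3, 108092789 to 108101432, plus strand), 3 gains covered 15.9% of the locus, and 5hmC losses, 11 in number, covered 51.9%.

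**Figure D4:**
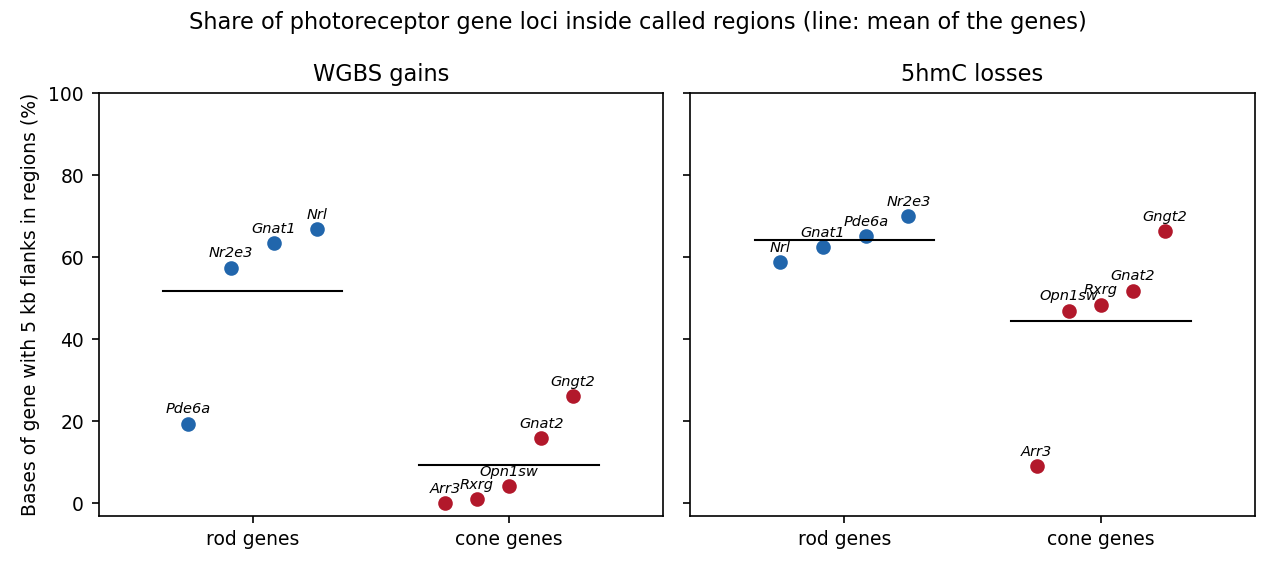
Share of bases (%) of each rod gene (blue points) and cone gene (red points), with 5 kb of flank, inside WGBS gains (left) and 5hmC losses (right); lines are the means of 4 rod and 5 cone genes. For WGBS gains the rod mean is 51.9% and the cone mean 9.45%, and for 5hmC losses they are 64.2% and 44.6%.

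**Figure D5:**
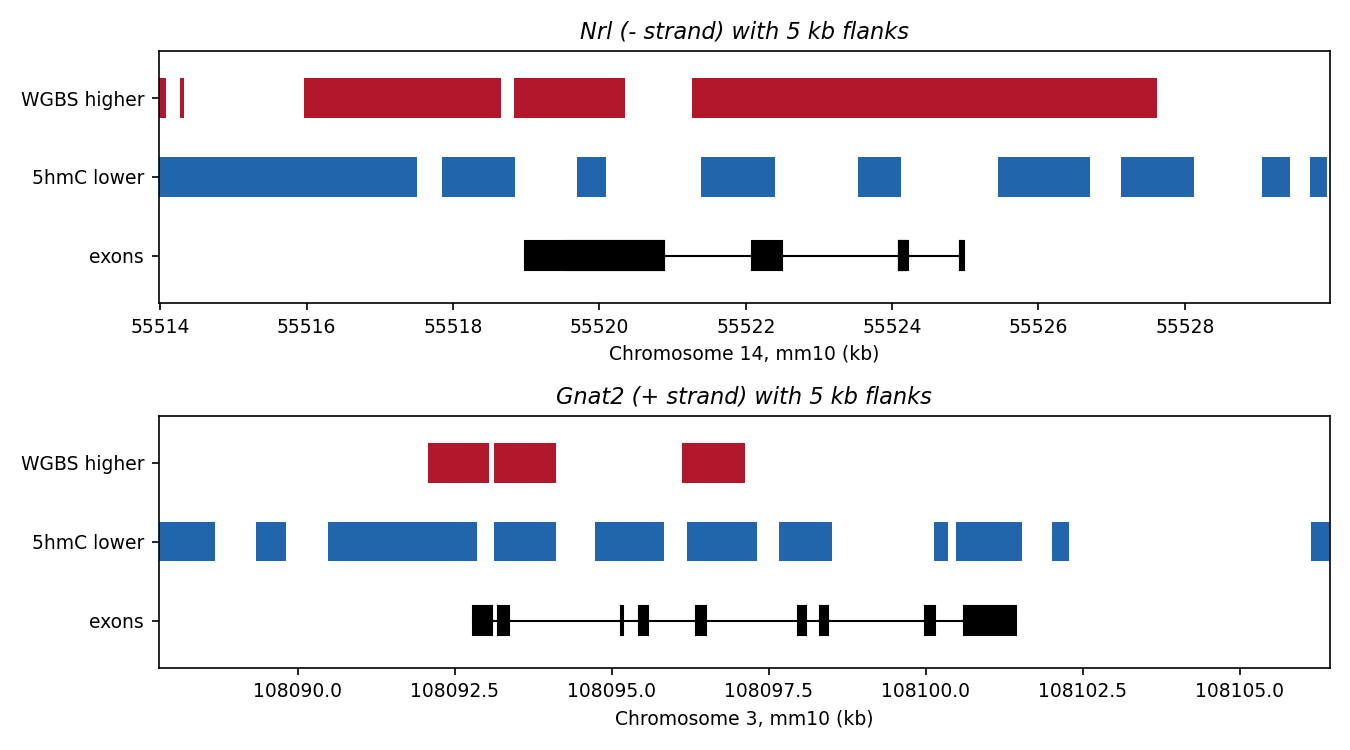
Maps of Nrl and Gnat2 with 5 kb of flank (mm10 position in kb), showing exons (black), 5hmC losses (blue) and WGBS gains (red) to scale. WGBS gains cover 67.0% of the locus of Nrl, the longest from 55521261 to 55527616, and 15.9% of that of Gnat2.

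For comparison, and without a test, gains covered 75.6% of the locus of the transcription factor gene Crx, 47.6% at Otx2 and 29.2% at Prdm1, where 5hmC losses covered 21.9%, 25.9% and 60.4%. They covered 16.0% at Slc1a3, 10.5% at Rbpms, 4.92% at Tfap2a and 0.504% at Lhx1, with 5hmC losses over 43.5%, 40.1%, 10.9% and 0.852%. At the deleted genes themselves, gains covered 39.1% of Tet3, 8.56% of Tet1 and 3.17% of Tet2, and 5hmC losses covered 75.8%, 40.1% and 45.1%. The lists do not show whether reads were missing over the deleted exons, and the deletion itself was not analysed here.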

Values the study reported

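From WGBS, the study reported 191,164 regions that gained and 2,672 that lost 5mC + 5hmC in Tet tcKO retinas. For 5hmC it reported 592,697 regions with a loss and 209 with a gain. It put the share of CpGs carrying 5hmC in the P21 retina at about 10%, from shallow bACE-seq, and estimated that about 98% of unmodified cytosines were converted. Gene body 5mC was given as rising from about 60% to about 80% upon deletion of the TET enzymes, and distal intergenic sequence was said to hold more than 30% of the regions.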

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

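The shifts along the order of CpGs, the comparison without Arr3 and the assumed backgrounds of unconverted cytosines were chosen after seeing the data. Over 23 results, 93 alternative values were computed. Of these, 69 kept their direction and their side of the threshold, or stayed within 1.5 times a count or within the interval of a level, 17 values without a test moved further, 1 crossed the threshold to a larger p, 3 to a smaller p, and 3 changed direction.

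The counts of regions moved most, by construction, since each filter keeps part of a list. With at least 10 CpGs, 67,228 WGBS gains, 722 WGBS losses, 259,237 5hmC losses and 91 5hmC gains were left. A difference of at least 0.1 left 1,249 WGBS losses, 334,784 5hmC losses and 69 5hmC gains. At 0.2 there were 53,352 WGBS gains, 474 WGBS losses, 35,598 5hmC losses and 21 5hmC gains. A mean statistic per CpG past a p of 0.001 left 1,408 WGBS losses and 91 5hmC gains. Under each of these filters WGBS gains outnumbered WGBS losses, and 5hmC losses outnumbered 5hmC gains.

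The share of 5hmC kept was 23.0% with each region counted once and 24.6% for regions with at least 10 CpGs, both outside the interval over chromosomes of 23.8% to 24.2%. An assumed background moved it further, to 19.0% with 1 percentage point subtracted from both levels and 13.2% with 2 points, by the construction of the ratio.

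The overlap of WGBS gains with 5hmC losses stayed above its placements in the 6 alternatives, from 67.4% to 83.8%, and so did that of 5hmC losses with WGBS gains, from 8.51% to 28.9%. The overlap of WGBS losses with 5hmC losses did not. At a difference of at least 0.1 it was 14.1% against 17.3% after shifting (permutation p = 0.966), and with shifts along the order of CpGs it was 29.6% against 46.7% (permutation p = 1). The cause was not tested for either. In the other alternatives this overlap stayed above its placements. It was furthest above them with at least 10 CpGs in both lists, at 38.9% against 15.4% (permutation p = 0.001).

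The promoter share of 5hmC gains was 0.586 times the mean of the shifts by base pairs (permutation p = 0.344) and 2.59 times with promoters of 1 kb (permutation p = 0.004). It rests on 15 regions, and the cause was not tested. The difference between rod and cone loci in 5hmC losses was 17.5 points for regions differing by at least 0.2 (exact permutation p = 0.0476) and 5.27 points as the mean loss over called CpGs (exact permutation p = 0.0159). Over all alternatives of that comparison the exact permutation p ranged from 0.0159 to 0.730, and the cause was not tested. In WGBS gains, the difference without Arr3 was 40.1 points (exact permutation p = 0.0571), with fewer genes and 70 splits, and over all alternatives p ranged from 0.0159 to 0.0571.

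No paired analysis was possible because the lists hold 1 mean per group. For the same reason, leaving out each replicate in turn and the replicate number as a block were not run. The lists give no depth per CpG, which limits any statement about sequence outside them.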

Other observations

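The tests of near-identical copies, of the autosomal bins, of X-linked promoters and of the number of CpGs in gains were chosen only after the result was seen, and those of distance to the Tet genes, overlap with 5hmC losses, the share on X and Y, and the statistics of 5hmC gains before. Regions are not independent of each other, so Fisher's exact tests across regions describe these lists and not the animals.

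The 2,672 WGBS losses go against the direction of the other 191,164 regions. Lost 5hmC without a gain of 5mC would place most of them on a 5hmC loss, but 29.6% overlapped one, and 1,882 did not. Absence from that list does not show that 5hmC was unchanged, so the overlap cannot exclude the explanation for those 1,882. The explanation also stays open for the WGBS losses that overlapped one, which include the 3 with the largest statistic. At Tmem200b, Mab21l2 and Rgs20 the WGBS level changed by -9.97, -13.9 and -13.4 points. The overlapping bACE-seq regions held 9.35%, 2.92% and 4.34% 5hmC in Cre-. Even a full loss of that 5hmC would be smaller than each fall, although the regions do not share their boundaries. For these 3, lost 5hmC may therefore be part of the fall but would not make up all of it. Sequence linked to the floxed Tet alleles would place WGBS losses near Tet1, Tet2 and Tet3. Of the losses, 3.03% lay within 10 Mb of these genes, against 2.41% of gains (two-sided Fisher's exact p = 0.042), so linkage cannot be the whole cause. These 81 regions were uneven, with 7 near Tet1, 34 near Tet2 and 40 near Tet3. Near Tet1 lay 0.262% of losses and 0.972% of gains. The shares were 1.27% and 0.757% near Tet2, and 1.50% and 0.680% near Tet3. The pooled shares therefore join genes that differ in direction.

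Near-identical copies, between which reads can be shared, were more frequent among WGBS losses than gains. Of the autosomal losses, 26.9% had a copy at 95% identity or more, against 1.56% of a random sample of gains, and 73.1% had none. Among gains matched on CpG density and Cre- level, 14.4% had a copy (324 against 606 of 2,253, two-sided Fisher's exact p = 2.3e-25). Density and level therefore account for part of the excess and not for all of it, and copies may contribute to some of the losses.

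WGBS losses were also frequent on X. X and Y together held 13.5% of losses and 1.42% of gains, but X alone had 3.19 losses per 10,000 CpGs where the autosomes had 1.13. On Y the rate was 0.991, but few regions of any kind were called there, with 2.49 gains per 10,000 CpGs against 92.5 on the autosomes. Relative to gains, Y was rich in losses, with 51 losses to 128 gains, 1.91% of all losses and 0.0670% of all gains. Among CpG-dense promoter regions with a Cre- level under 50%, 39.4% were lower in Tet tcKO on X (99 of 251) and 8.03% on the autosomes (164 of 2,043; odds ratio 7.46, two-sided Fisher's exact p = 1.3e-35). The inactive X of females is methylated at such promoters, so unequal numbers of males and females in the groups are a candidate explanation there. These promoters held 99 of the 309 losses on X, and the excess was not limited to them. Over all regions, X had 309 losses to 2,585 gains, and the autosomes had 2,312 to 188,451. The labels give no sex, and an effect of the deletion on X-linked promoters stays open and untested.

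The autosomal bins rich in WGBS losses were not what an even spread along CpGs gives, since 7 exceeded every random assignment. Locally greater power to call regions would raise gains too, but gains per CpG in the bins were 0.852 times the autosomal rate while losses were 11.7 times theirs. Near-identical copies were present for 18.2% of losses in the bins, with 41.9% on chromosome 12 and 5.07% on chromosome 9, so they do not cover most of them. On chromosome 9 the counts per Mb from 78 Mb on were 3, 4, 19, 30, 47, 36, 6, 7 and 6. Losses in the bins had a median of 1.98 CpGs per 100 bp, near the 2.13 of gains and unlike the 4.86 of other autosomal losses, and their median change was -19.5 points against -8.29. A stretch of another mouse strain's sequence in the Tet tcKO animals, where variants at CpGs would read as lost methylation, is a candidate explanation. It cannot be told apart from an effect of the deletion, because such sequence would go with the genotype. The labels name one strain for all samples, and sequence variants were not analysed here.

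For the 209 5hmC gains, the median of the mean statistic per CpG was 3.15 against 3.73 in 5hmC losses, and the median size of the change was 7.30 against 10.7 points, as chance crossings of the threshold would give. Their numbers of CpGs were not lower, with a median of 9 against 8 and 43.5% against 43.7% with at least 10. Chance crossings and a real gain cannot be told apart from group means. Where levels are as low as at Rock2 and Dpp9, unconverted cytosines are not excluded either.

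Of the WGBS gains, 36,046 overlapped no 5hmC loss. The share that overlapped one was 68.1% among gains with 4 to 5 CpGs, 81.2% with 6 to 9 and 92.6% with 10 or more, but longer regions overlap more by length alone, with 25.0%, 28.2% and 35.0% after shifting. Midpoints, which have no length, lay inside a 5hmC loss in 57.4%, 67.3% and 74.1% of these gains, against 19.4%, 19.6% and 19.9% after shifting. A candidate explanation for some of the gains without a 5hmC loss is that they hold too few CpGs for one to be called, and other properties that go with the number of CpGs were not tested. The study reported far fewer rods and more cones in Tet tcKO retinas, and the effect of that change in cell composition on the gains was not tested.

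Within the bACE-seq regions the 5hmC level in Cre- was 16.1%. That is higher than the value quoted from the study above, but the regions were called on a change in 5hmC, so their level need not be that of all CpGs.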
